A study of Homo sapiens with 32 samples.

How the data were processed

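Bulk RNA sequencing was carried out on 4 human endometrial cancer cell lines, each treated for 24 h with vehicle (0.1% DMSO), paclitaxel, the CLK inhibitor SM08502 or both drugs together. Per the labels' protocols, cells were plated in duplicate, each drug was given at the concentration that inhibited viability of that line by 50%, RNA was purified with RNeasy kits, ribosomal RNA was depleted with FastSelect, libraries were made with the KAPA mRNA HyperPrep kit and sequencing was done on a NovaSeq 6000. Per the labels, 350 ng of RNA went into each Ishikawa library and 500 ng into each library of the other lines. The aligner, the counting program, the genome build, the annotation and the strand of counting are not stated in the labels. Tables of splicing events made with rMATS are mentioned in the labels and were not analysed here.

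The values deposited by the authors are log10 of CPM plus 1, where CPM is reads per 1000000 counted, for 35238 genes in 32 libraries. The unit was checked on the values themselves: back-transformed CPM sum to 1000000 in each library, and 4366 genes are listed at 0 in every library. Low values in a library are whole multiples of what 1 read is worth, so whole reads were recovered for 100% of the values and gave the depth of each library. The test had been planned for deposited log2 CPM; because the unit was log10, values were taken back to CPM and tested as log2(CPM + 1), and the alternative of log2(CPM + 1) listed in advance is therefore the same as the reported setting. Fold changes on this scale understate the change of genes with low values.

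Samples were assigned to 16 groups of 2 by the cell line, treatment and replicate number in the labels' titles, and the pairing of samples across treatments comes only from those numbers. Genes with CPM above 1 in at least 2 samples were kept, leaving 17011 genes. A limma model (limma 3.58.1, R 4.3.3) with 1 mean per group was fitted to all 32 samples, with empirical Bayes moderation and an intensity trend. The model had 16 residual degrees of freedom and a prior of 4.90. In each of 28 contrasts, p values were adjusted over the 17011 genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. All tests were two-sided. The contrasts were each treatment against vehicle and the combination against each drug in every line, the equal-weight means over the 4 lines, the departure of the combination from additivity, Ishikawa-S33Y against Ishikawa on vehicle, and the treatment effects in Ishikawa-S33Y minus those in Ishikawa.

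A set of 4 lists of 20 genes (Wnt targets, splicing kinases and SR proteins, mitotic genes, and p53 targets) was fixed before the data were examined. Of the Wnt targets, 18 passed the filter, and all 20 genes of each other list did. The lists were compared with all other genes by limma's camera test with a preset inter-gene correlation of 0.01, with p adjusted over 112 list-by-contrast tests. An alternative estimated that correlation from the data. The number of list members called was also counted with adjustment over the list alone.

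Genes were named by a rule set in advance: 13 fixed genes, and the largest rises and falls of each contrast with an adjusted p under 0.05 and a mean log2(CPM + 1) of at least 1. These were the 3 largest each way for the means over lines with 1 sign in all 8 same-numbered differences, and 1 each way per line for SM08502 and for paclitaxel. The 3 largest each way were taken for Ishikawa-S33Y against Ishikawa, and the 2 largest each way for interactions and non-additivity. Genes named for contrasts with few calls were chosen after their values were seen. Results for 1 gene that met the rule are not reported here. Symbols are those of the deposited table, of which 27439 matched a symbol table (16200 of the tested genes). Neighbouring and overlapping genes were looked up in the RefSeq gene table of GRCh38.p14, which may differ from the annotation used for counting, and 27 of 44 looked-up genes overlap another gene there.

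The groups, the contrasts, the lists, the naming rule and the following alternatives were chosen before the data were examined: no filter (30872 genes), a stricter filter of mean log2(CPM + 1) of at least 2 (12118 genes), a pseudocount of 0.1, re-centring each sample on its median, quantile normalization, no intensity trend, a fit to the samples of the compared lines alone, a replicate block (replicate number within line), estimated camera correlation, and leaving out each replicate. Further alternatives were chosen after seeing the data: limma voom on the recovered reads, a replicate block with crossed numbers, CPM recomputed without PLCG2, RIMBP3C and the mitochondrial genes, and a length score as covariate. The length score of a library is the mean log2(CPM + 1) of 52 genes with long transcripts minus that of 79 ribosomal protein genes.

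The procedure was tested on simulated data drawn from the real means and library sizes, with 200 genes changed by known folds among 15790 tested. The limma test recovered 194 of them (97%) with 3 false calls and 0 calls in the wrong direction, and limma voom recovered 196 (98%) with 6 false calls. The simulated dispersion of 0.01 is that of well-matched replicates and does not represent the most discordant pairs. Recovered depth was 1.61 to 34.1 M (1000000 reads) per library. A gene at 0 was given a detection floor of 3 reads, and such floors cover counting error only, since PCR copies cannot be told apart without molecular identifiers. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.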

Results

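The data comprised 32 RNA sequencing libraries from 4 endometrial cancer cell lines under 4 treatments, with 2 replicates in each of 16 groups. Ishikawa cells carry wild-type CTNNB1, the gene of beta-catenin, whereas SNGM, HEC265 and Ishikawa-S33Y, an Ishikawa derivative with an activating beta-catenin substitution, are the CTNNB1-mutated lines. Paclitaxel is a taxane that stabilises microtubules, and SM08502 inhibits the CDC-like kinases (CLK), which phosphorylate the SR splicing proteins. Ishikawa, Ishikawa-S33Y, SNGM and HEC265 received 11, 6, 11.7 and 5.6 nM paclitaxel, and 80, 85, 350.7 and 149 nM SM08502, respectively. Because dose differed by line, and RNA input was 350 ng for every Ishikawa library and 500 ng for every other, neither can be told apart from the line.

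The deposited values were log10(CPM + 1), from which whole reads could be recovered. Depth, given in M (1000000 reads), was 13.03 to 34.1 M in 30 libraries, with a median of 21.7 M. The other libraries were shallower: replicate 2 of the combination held 2.99 M in Ishikawa-S33Y and 1.61 M in SNGM. In the SNGM library 14648 genes were detected, against at most 23132 elsewhere, and its floor of 3 reads equals 1.87 CPM, so low genes were not measurable there.

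**Figure D1:**
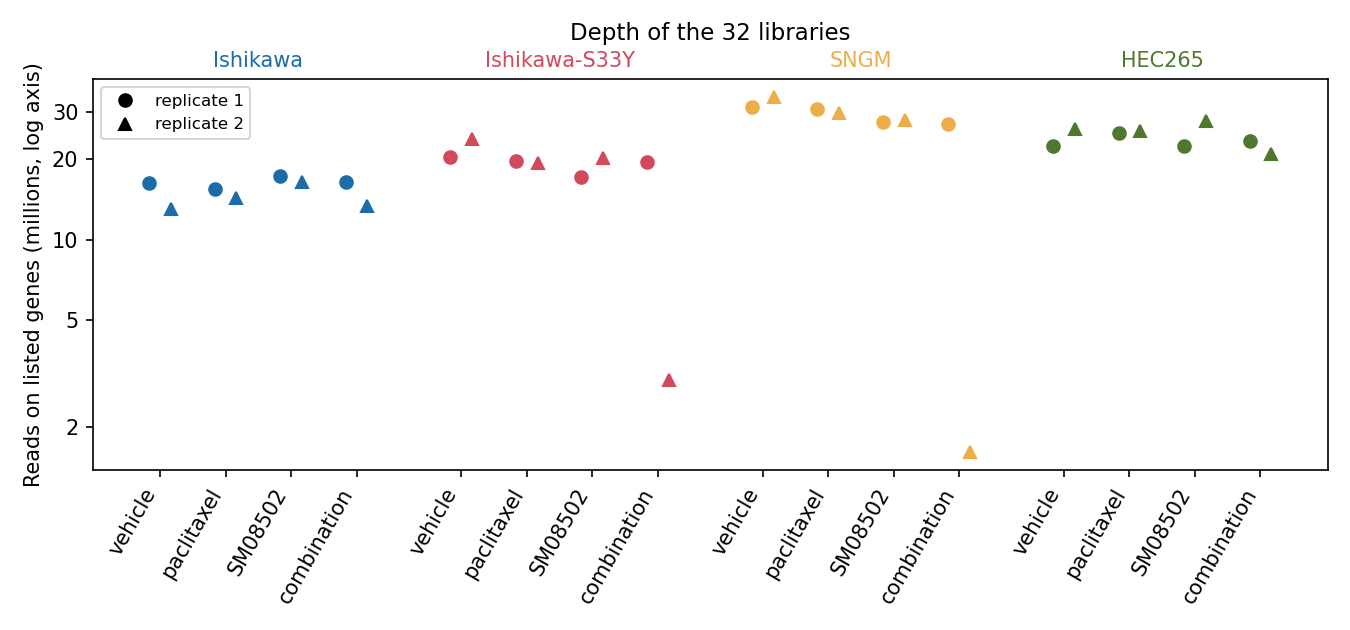
Reads recovered per library, in units of 1000000 (log axis), by cell line and treatment, with a circle for replicate 1 and a triangle for replicate 2. Replicate 2 of the combination lies at 2.99 M in Ishikawa-S33Y and 1.61 M in SNGM, below the 13.03 to 34.1 M of the other 30 libraries.

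The first 3 principal components held 52.4%, 26.1% and 11.0% of the variance. Replicates differed by more than counting error in every group, with a chi-square per degree of freedom from 2.38 to 96.5, so no pair was treated as a repeated library. Over 6083 well-expressed genes, the root mean square log2 difference between replicates was 0.0699 to 0.120 in the HEC265 groups and 0.0770 to 0.252 in the Ishikawa-S33Y groups. It was 0.183 to 0.406 in SNGM, and in Ishikawa it was 0.223 with vehicle, 0.594 with paclitaxel, 0.478 with SM08502 and 0.104 with the combination. The spread shared by all lines in the model is thus wider than that of HEC265 and Ishikawa-S33Y and narrower than that of Ishikawa.

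A length score, the mean log2 level of long-transcript genes minus that of ribosomal protein genes, separated the discordant replicates. Replicate 1 scored -1.45 and replicate 2 -3.23 for paclitaxel in Ishikawa, and -2.29 and -3.35 for SM08502. On vehicle the Ishikawa scores were -2.72 and -2.18, below the -0.97 and -1.10 of Ishikawa-S33Y. PLCG2 alone took 2.35% to 6.38% of the reads in the Ishikawa libraries and 0.530% to 1.34% in the other lines.

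**Figure D2:**
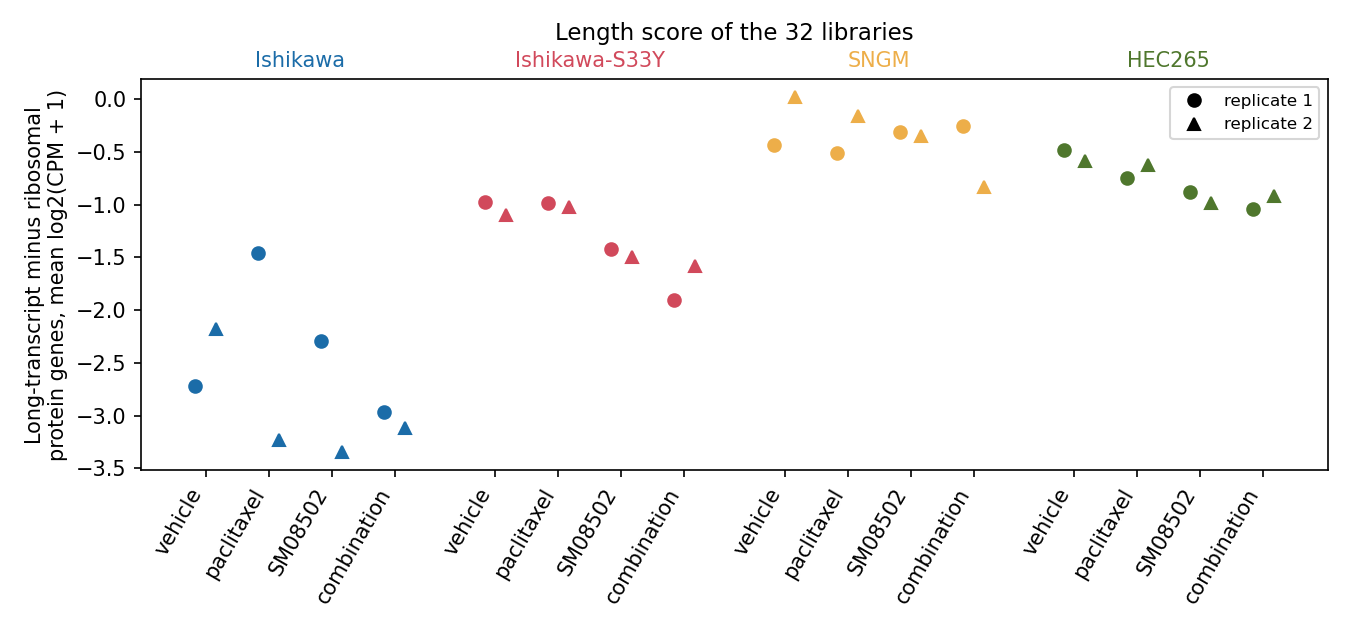
Length score of each library (mean log2(CPM + 1) of 52 long-transcript genes minus that of 79 ribosomal protein genes) by cell line and treatment, with circles for replicate 1 and triangles for replicate 2. Ishikawa libraries lie between -3.35 and -1.45, and their paclitaxel replicates are at -1.45 and -3.23.

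Whether same-numbered samples belong together was checked by correlating, across genes, the replicate difference of a treatment with that of another in the same line; genes are not independent replicates. The coefficient r ranged from -0.33 to 0.70 in Ishikawa, -0.45 to 0.43 in SNGM, -0.05 to 0.03 in Ishikawa-S33Y and -0.06 to 0.08 in HEC265. The numbers therefore did not pair the samples uniformly in Ishikawa and SNGM. In Ishikawa and SNGM a block with crossed numbers, chosen from these correlations, was added.

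The response to the CLK inhibitor was measured as SM08502 against vehicle within each line. In Ishikawa 1105 genes were called higher and 1477 lower (limma, adjusted p under 0.05), in Ishikawa-S33Y 3146 and 1800, in SNGM 647 and 690, and in HEC265 1577 and 917. Of these, 307, 628, 158 and 276 genes, respectively, changed at least 2-fold on the log2(CPM + 1) scale. The counts depended most on which samples set the spread: with the compared line's samples alone they were 48 in Ishikawa, 6861 in Ishikawa-S33Y, 125 in SNGM and 7026 in HEC265, so the number of calls does not rank the lines. All 48 genes of that fit in Ishikawa and 119 of the 125 in SNGM were also called with all samples. With the replicate block the totals were 2646, 4950, 1306 and 2510, for same-numbered deviations that correlated at r from -0.45 to 0.70.

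The share of higher calls also moved with scaling. In Ishikawa it was 42.8% as deposited and 53.3% after median re-centring, and in Ishikawa-S33Y 63.6% as deposited and 52.5% after quantile normalization. HEC265 went from 63.2% to 39.3% after re-centring and 47.5% after quantile normalization. SNGM went from 48.4% to 54.6% after re-centring and 48.8% after quantile normalization. Over all calls in Ishikawa, SNGM and HEC265 the direction that was more frequent thus depended on scaling, which shifts all genes of a library together or nearly so. In Ishikawa-S33Y the higher share of all calls stayed above 50% under every alternative run, 52.5% being the lowest. Among calls of at least 2-fold, however, falls outnumbered rises in each line: 89 rose and 218 fell in Ishikawa, 293 and 335 in Ishikawa-S33Y, 71 and 87 in SNGM, and 104 and 172 in HEC265. The higher share of these calls was 16.1% to 44.8% over the alternatives in Ishikawa. In Ishikawa-S33Y (32.8% to 61.7%), SNGM (39.3% to 53.1%) and HEC265 (22.7% to 57.5%) it passed 50% under some of them, limma voom and the pseudocount of 0.1 among these.

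**Figure D3:**
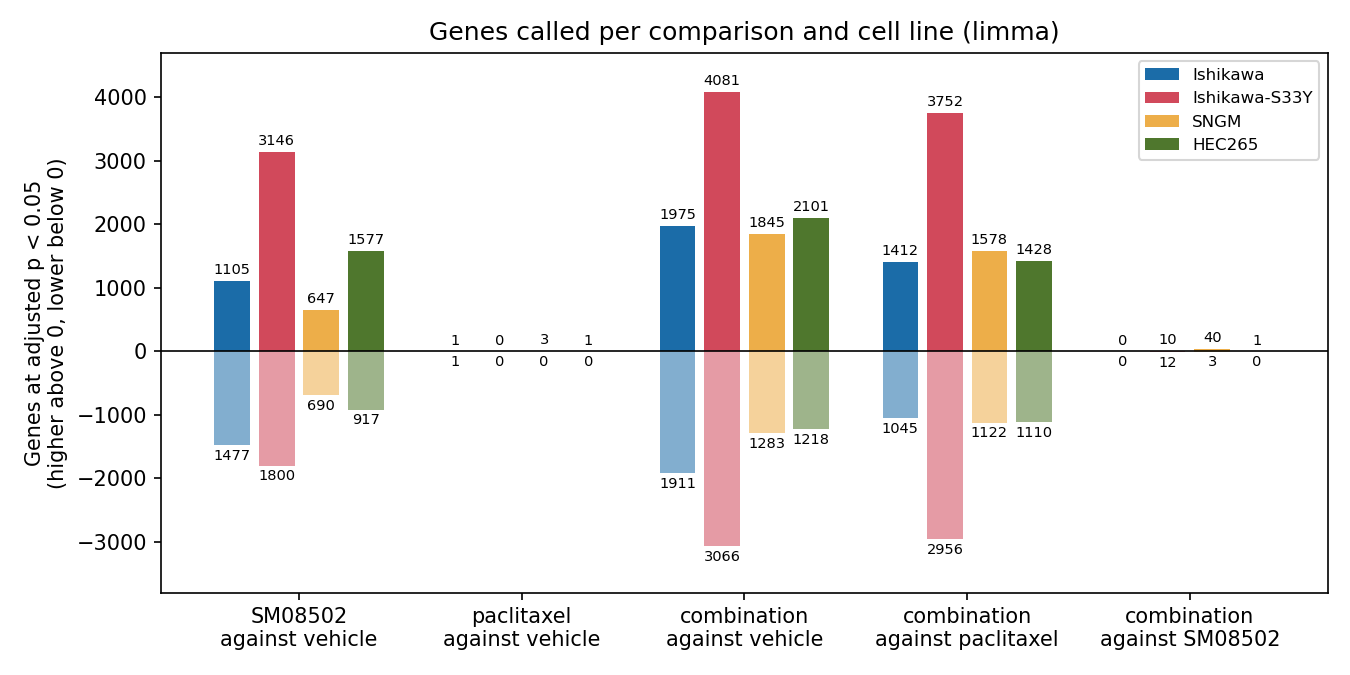
Genes called by limma at adjusted p < 0.05, higher plotted above 0 and lower below 0, for 5 comparisons in each cell line. Paclitaxel against vehicle gave at most 3 calls in a line, whereas SM08502 gave 1337 to 4946 and the combination 3128 to 7147.

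Averaged over the 4 lines, SM08502 raised 3850 genes and lowered 2696, and 6587 genes in all were called with the replicate block (pairing check r from -0.45 to 0.70). Limma voom on the recovered reads called 6893 genes for this mean. In all 4 lines 149 genes were called higher and 135 lower. At least 1 line called 7167 genes, and 191 genes were called higher in a line and lower in another. Across genes, the log2 changes of pairs of lines correlated at r from 0.23 (Ishikawa and SNGM) to 0.61 (Ishikawa and Ishikawa-S33Y). Within a line, the same-numbered differences of the 2 replicates correlated at 0.32 in Ishikawa and 0.42 in SNGM. They did so at 0.85 in Ishikawa-S33Y and 0.83 in HEC265. Replicate noise thus limits the values between lines, and a low value does not by itself show that the responses differ.

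The largest mean rises were those of CCDC150P1 (log2 2.65, SE 0.17, adjusted p = 2.36e-10), PYCARD (1.62, SE 0.11, adjusted p = 3.06e-10) and DNHD1 (1.57, SE 0.14, adjusted p = 2.69e-08). Among the largest mean falls were those of GPD1L (-1.85, SE 0.11, adjusted p = 5.54e-11) and HYAL3 (-1.73, SE 0.18, adjusted p = 3.21e-07). These 5 genes had the same sign in all 8 same-numbered differences. CCDC150P1, a pseudogene lying within CLIP1, rose in Ishikawa-S33Y from 1.19 ± 0.20 to 33.3 ± 1.79 CPM (SD, n = 2). DNHD1 in Ishikawa rose from 6.72 ± 1.57 to 28.4 ± 1.60 CPM (SD, n = 2). PYCARD stayed under 1 CPM on vehicle and rose to 1.73 to 6.34 CPM on average in the 4 lines. GPD1L fell from 47.8 ± 1.96 to 9.19 ± 0.81 CPM in HEC265 (SD, n = 2). CCDC150P1, PYCARD, GPD1L and HYAL3 overlap other genes (CLIP1, PYCARD-AS1, RPL21P137 and NAA80), and since the strand of counting is not stated their values are uncertain.

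Within single lines the largest rise was that of DNHD1 in Ishikawa (log2 1.94, adjusted p = 8.97e-05) and of CCDC150P1 in Ishikawa-S33Y, SNGM and HEC265 (3.97, 2.58 and 2.50). The largest fall was that of MUC16 in SNGM (-2.11, adjusted p = 1.54e-04) and of VPS36 in HEC265 (-2.33, adjusted p = 1.87e-10). MUC16 went from 10.3 ± 4.09 to 1.53 ± 0.05 CPM (SD, n = 2) and was not called from SNGM samples alone (adjusted p = 0.111, range over alternatives 4.79e-06 to 0.111). VPS36 went from 62.9 ± 1.09 to 11.7 ± 0.53 CPM (SD, n = 2).

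The mRNA of the inhibitor's named targets was examined next. CLK1 rose with SM08502 by log2 1.58 in Ishikawa, 1.70 in Ishikawa-S33Y, 1.04 in SNGM and 1.81 in HEC265 (SE 0.14 each), with adjusted p from 5.31e-08 to 7.58e-05. In CPM it went from 27.6 ± 1.30 to 85.0 ± 14.4, from 18.1 ± 0.72 to 60.9 ± 0.84, from 26.0 ± 0.62 to 54.6 ± 5.55 and from 15.7 ± 0.79 to 57.5 ± 4.27 (SD, n = 2). CLK4 rose by 1.59, 1.57, 1.01 and 1.66 in the same order, CLK3 by 0.81, 0.94, 0.75 and 1.88, and CLK2 by 0.55, 0.38, 0.66 and 0.57. All 16 changes were called, and none reversed under an alternative. In fits to a line's own samples, calls were lost for CLK2 and CLK3 in Ishikawa (adjusted p = 0.160 and 0.118) and for CLK1, CLK2, CLK3 and CLK4 in SNGM (adjusted p = 0.0757, 0.0676, 0.124 and 0.177). These are the highest values over the alternatives, the lowest being 4.54e-07 to 7.65e-05 in Ishikawa and 1.52e-06 to 2.06e-05 in SNGM. With crossed numbers in Ishikawa the paired differences of CLK1 were 1.36 and 1.80, and in the labels' pairing 1.45 and 1.71. CLK2 and CLK3 have pseudogenes, CLK3 has an antisense gene, and CLK4 overlaps a 7SK pseudogene, so their counts could be shared.

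DYRK1A, a related kinase, was called in Ishikawa-S33Y (log2 0.32, SE 0.11, adjusted p = 0.0333) and not in Ishikawa (0.08), SNGM (0.05) or HEC265 (0.01). The HEC265 value became -0.09 after median re-centring.

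**Figure D4:**
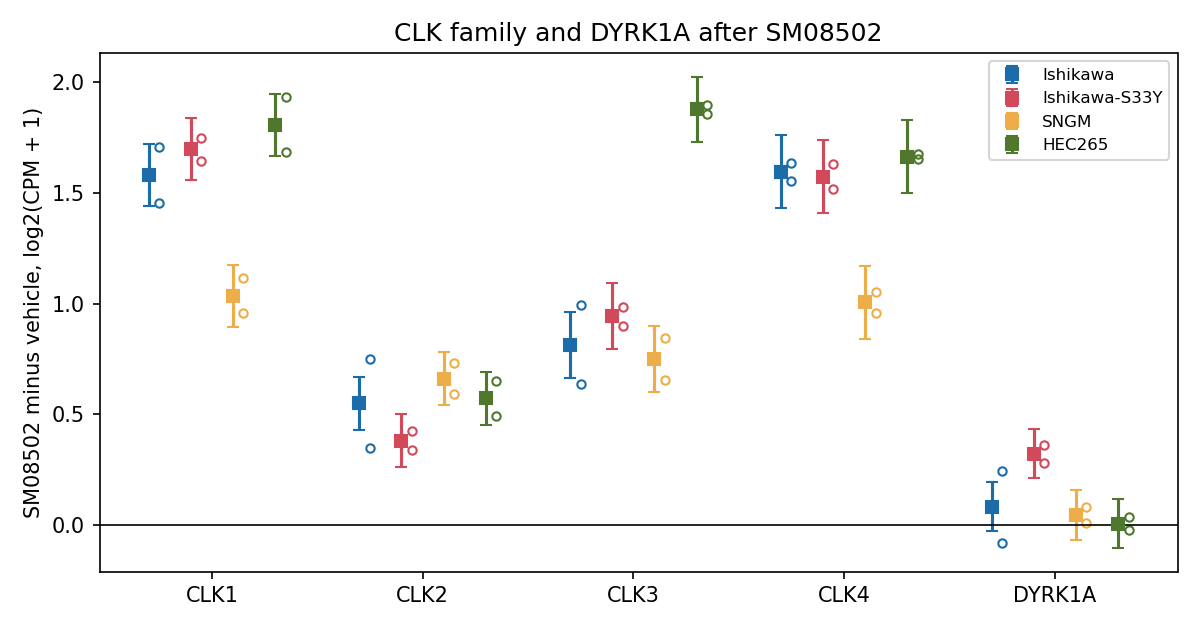
Change of CLK1, CLK2, CLK3, CLK4 and DYRK1A with SM08502, in log2(CPM + 1) minus vehicle, with squares for the limma estimate, bars for its standard error and small points for the same-numbered differences of the 2 replicates. The CLK genes lie above 0 in the 4 lines, from 0.38 to 1.88, while DYRK1A lies between 0.01 and 0.32.

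Few genes were called for paclitaxel at these doses at 24 h. There were 2 calls in Ishikawa, 0 in Ishikawa-S33Y, 3 in SNGM and 1 in HEC265, where 1254, 122, 300 and 158 genes had an unadjusted p under 0.05. In Ishikawa the same-numbered differences of the replicates correlated at r of -0.30 across genes. The larger number there thus does not show a stronger response. Averaged over lines 0 genes were called, with 480 at an unadjusted p under 0.05, fewer than 5% of the genes tested. Leaving out the filter on low values moved these counts most, to 89, 31, 22 and 4. With the replicate block they were 2, 0, 0 and 1 (129 genes in Ishikawa-S33Y and 300 in SNGM at an unadjusted p under 0.05; pairing check r from -0.45 to 0.70). Fits to each line alone gave 0 calls in each line, with 744, 309, 228 and 1950 genes at an unadjusted p under 0.05. The number at an unadjusted p in HEC265 thus depended on which samples set the spread, and few calls there do not show that few genes changed.

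CAV1 fell in Ishikawa from 133 ± 12.9 to 76.2 ± 3.02 CPM (SD, n = 2), a log2 change of -0.80 (SE 0.12, adjusted p = 0.00745). ANKRD1 rose in SNGM from 8.63 ± 0.52 to 17.6 ± 1.98 CPM (SD, n = 2), a log2 change of 0.94 (SE 0.16, adjusted p = 0.0282). Neither was called in a fit to its own line (adjusted p = 1 for both, ranges 0.00133 to 1 and 0.00295 to 1). Named after their values were seen, the remaining calls were SSU72P4 in Ishikawa (log2 1.11), CCL20 and RHOBTB3 in SNGM (0.75 and 0.70) and RP11-958N24.2 in HEC265, all with group means below 5 CPM. RP11-958N24.2 had 0 reads in both HEC265 vehicle libraries and was at least 7.47-fold higher with paclitaxel, and SSU72P4 belongs to a family of near-identical copies. With the replicate block ANKRD1, CCL20 and RHOBTB3 had adjusted p = 0.0666, 0.0978 and 0.0607 (each at most 1 over the alternatives; pairing check r from -0.45 to 0.43 in SNGM).

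CDKN1A and CCNB1 were followed as fixed markers of arrest and mitosis. With paclitaxel neither was called in any line; CDKN1A changed by -0.16, 0.19, 0.35 and 0.40 in Ishikawa, Ishikawa-S33Y, SNGM and HEC265, and CCNB1 by 0.03, 0.10, -0.17 and 0.01, the last turning negative under 3 alternatives. With SM08502 CDKN1A rose in SNGM (log2 0.88, adjusted p = 1.29e-04) and HEC265 (0.82, adjusted p = 1.28e-04) and was not called in Ishikawa (-0.18) or Ishikawa-S33Y (0.13). CCNB1 rose in Ishikawa-S33Y (0.53, adjusted p = 0.0101), fell in SNGM (-1.03, adjusted p = 1.23e-04) and HEC265 (-0.48, adjusted p = 0.0305), and changed by -0.02 in Ishikawa, a sign that depended on scaling. In SNGM samples alone CDKN1A and CCNB1 were not called (adjusted p = 0.0660 and 0.115, ranges 1.99e-06 to 0.0660 and 3.45e-07 to 0.115). CCNB1 was also no longer called in Ishikawa-S33Y after median re-centring and in HEC265 without the filter (adjusted p = 0.0598 for both, ranges 6.96e-05 to 0.0598 and 3.56e-04 to 0.0598).

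The combination was compared with vehicle and with each drug alone. Against vehicle 1975 genes were called higher and 1911 lower in Ishikawa, 4081 and 3066 in Ishikawa-S33Y, 1845 and 1283 in SNGM, and 2101 and 1218 in HEC265. Of these calls, 157 rises and 358 falls, 689 and 868, 190 and 273, and 182 and 246 were at least 2-fold, so falls were the more frequent there. Over the alternatives the higher share of 2-fold calls stayed under 50% in Ishikawa (20.1% to 49.1%) and passed it under some of them in the other lines. The samples that set the spread moved these counts most: fits to each line alone gave 362, 8794, 571 and 8034. The replicate block gave 3940, 7239, 3144 and 3359 (pairing check r from -0.45 to 0.70). In HEC265 the higher share was 63.3% as deposited, 41.1% after re-centring and 47.9% after quantile normalization. Of the genes called for SM08502 alone, 2328 (90.2%), 4535 (91.7%), 1076 (80.5%) and 2313 (92.7%) were called in the same direction for the combination. Both comparisons subtract the same vehicle libraries, which raises this overlap. The combination against paclitaxel shares no library with SM08502 against vehicle. Across genes, the log2 changes of these comparisons correlated at r of 0.76, 0.88, 0.55 and 0.89 in the same order of lines. In Ishikawa-S33Y and SNGM 1 of the 2 combination libraries is shallow, so low genes were measured there mainly in replicate 1.

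Against paclitaxel alone the combination gave 2457, 6708, 2700 and 2538 calls, and 2527, 6775, 2634 and 2530 with the block. Against SM08502 alone it gave 0 calls in Ishikawa (308 genes at an unadjusted p under 0.05), 22 in Ishikawa-S33Y, 43 in SNGM and 1 in HEC265. With the block these were 0 (299 at an unadjusted p under 0.05), 28, 7 and 1, again for pairing check values of r from -0.45 to 0.70. The SNGM calls, 93.0% of them higher, were 54.2% higher after quantile normalization and fell to 0 after median re-centring (2684 at an unadjusted p under 0.05). The HEC265 call, named after its value was seen, was SERPINB2, at 2.84 ± 0.11 CPM with SM08502 and 6.83 ± 2.03 CPM with the combination (SD, n = 2; log2 1.00, adjusted p = 0.0452).

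Averaged over lines, 4934 genes were higher and 3421 lower with the combination than with vehicle (8383 in all with the block). Departure from additivity, the combination minus each drug plus vehicle, gave 0 genes, with 573 at an unadjusted p under 0.05. With the block it gave 0 and 566, respectively, and no alternative moved the count from 0 (pairing check r from -0.45 to 0.70). CCDC150P1 (log2 2.66), PYCARD (1.86) and CALML4 (1.83, SE 0.14, adjusted p = 1.10e-09) rose most. HYAL3 (-2.26), GPD1L (-1.94) and LRP5 (-1.90, SE 0.16, adjusted p = 8.78e-09) fell most. LRP5 in HEC265 went from 118 ± 0.59 to 31.3 ± 5.39 CPM (SD, n = 2). HYAL3 had 0 reads and 1 read in the shallow libraries, which lowers its combination value, and CALML4 overlaps PIAS1 and was at or below 8.33 CPM in each group mean.

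The effect of the activated beta-catenin was approached by comparing the Ishikawa-S33Y and Ishikawa lines on vehicle. In Ishikawa-S33Y 3405 genes were higher and 4803 lower. Of these, 2505 differed at least 2-fold, 1375 of them higher and 1130 lower, so rises were the more frequent there. The replicate block gave 8285 genes (pairing check r from -0.33 to 0.70 in Ishikawa and -0.05 to 0.03 in Ishikawa-S33Y). The alternative that moved this result most was the length score covariate, which gave 6597 genes, 5103 of them shared with the reported calls, took the higher share from 41.5% to 27.3% and shifted the median of all genes by -0.15. NOS1 rose from 1.26 ± 0.39 to 62.8 ± 4.22 CPM, MMP2 from 1.77 ± 0.11 to 60.3 ± 2.43 CPM and MGAT3, which has an antisense gene, from 0.99 ± 0.01 to 38.5 ± 3.27 CPM (SD, n = 2). Their log2 differences were 4.83, 4.47 and 4.31. HIST1H3D was at 98.4 ± 3.82 CPM (SD, n = 2) in Ishikawa and had 0 reads in Ishikawa-S33Y, at least 665-fold lower. KHDC1L went from 39.2 ± 3.71 to 0.40 ± 0.27 CPM and TRIM49 from 52.5 ± 4.38 to 1.19 ± 0.14 CPM (SD, n = 2). HIST1H3D overlaps another histone gene, and TRIM49 has near-identical relatives, so these values are uncertain. The labels do not state the annotation, so whether both lines were counted with the same one is not known. HIST1H3D had 0 reads in all SNGM and HEC265 libraries as well, so its absence is not particular to Ishikawa-S33Y. These 0 reads could depend on the annotation. All 6 had adjusted p between 6.39e-19 and 2.84e-10.

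Among the Wnt genes fixed in advance, AXIN2 (log2 1.42, adjusted p = 1.22e-06), CCND1 (1.64, adjusted p = 3.22e-06) and NKD1 (1.22, adjusted p = 0.00393) were higher in Ishikawa-S33Y. CTNNB1 (-0.67, adjusted p = 9.09e-05) and LEF1 (-1.05, adjusted p = 3.76e-04) were lower, and MYC did not differ (0.15, adjusted p = 0.358). With the length score covariate NKD1 was no longer called (adjusted p = 0.631, range 3.84e-05 to 0.631) and MYC changed sign to -0.18, which was not called either. LEF1 and NKD1 have antisense genes.

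With SM08502, at the reported setting, 3 of these genes were called within a line, each in Ishikawa: AXIN2 (log2 -0.70, adjusted p = 0.00991), LEF1 (-0.84, adjusted p = 0.0118) and MYC (-0.79, adjusted p = 2.88e-04). MYC there went from 56.7 ± 3.43 to 32.7 ± 6.76 CPM (SD, n = 2). In the fit to Ishikawa samples alone none of them was called (adjusted p = 0.255, 0.200 and 0.110, the highest over the alternatives, the lowest being 0.00163, 0.00173 and 1.11e-05). CCND1 in Ishikawa was not called (-0.59, adjusted p = 0.0710) but was with the replicate block (adjusted p = 0.0309, range 0.00595 to 0.425; pairing check r from -0.33 to 0.70). CTNNB1 itself changed by -0.11 in Ishikawa, -0.01 in Ishikawa-S33Y, -0.15 in SNGM and 0.12 in HEC265, none of them called at the reported setting.

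Over the mean of the 4 lines MYC was called as well (-0.18, adjusted p = 0.0260, range 0.00437 to 0.0642). That mean rests on Ishikawa, since MYC changed by -0.07 in Ishikawa-S33Y, 0.01 in SNGM and 0.11 in HEC265, none of them called. The other 5 genes were not called over the mean. Under some alternatives AXIN2, LEF1 and NKD1 were (ranges 0.0111 to 0.184, 0.0210 to 0.2998 and 0.00159 to 0.613). Calls in single other lines appeared under alternatives too. CCND1 was called in Ishikawa-S33Y and HEC265 (lowest adjusted p 0.00165 and 0.00604, highest 0.399 and 1.00), and NKD1 in SNGM and Ishikawa-S33Y (0.00295 and 0.0344, highest 0.520 and 0.873). LEF1 and CTNNB1 were called in HEC265 (0.0301 and 0.0439, highest 0.259 and 0.949). The calls alone therefore do not show that the lines differ. In the interaction test of Ishikawa-S33Y minus Ishikawa, MYC was called (log2 0.72, adjusted p = 0.0388) and the other 5 were not, LEF1 being nearest (adjusted p = 0.0790). MYC lost its interaction call under 4 alternatives (range 9.37e-04 to 0.190), and its value was 0.38 in replicate 1 and 1.05 in replicate 2. LEF1 gained one under 3 (range 0.0101 to 0.244).

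Whether the response depends on the mutation was tested as the treatment effect in Ishikawa-S33Y minus that in Ishikawa. For SM08502 311 genes had a more positive and 102 a more negative effect in Ishikawa-S33Y. For the combination there were 1036 and 756, and for paclitaxel 0, with 453 at an unadjusted p under 0.05. The replicate block gave 311 genes for SM08502, 1809 for the combination and 0 for paclitaxel (434 at an unadjusted p under 0.05), with pairing check values of r from -0.33 to 0.70 in Ishikawa. In samples of the compared lines alone 70 genes were called for SM08502, 63 of them shared, and 872 for the combination, 806 of them shared. The positive share for SM08502 was 75.3% as deposited, 43.4% after re-centring, 49.4% after quantile normalization and 59.6% when a few abundant genes left the totals. For the combination it was 57.8% and, after re-centring, 47.4%. Lines, RNA input and dose differ together in these contrasts.

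The largest SM08502 interactions were CCDC150P1 (log2 2.41), ATP6V1C2 (1.88), SYNC (-2.02) and NIM1K (-1.77), with adjusted p from 0.00381 to 0.0176. A pseudocount of 0.1 removed the calls (adjusted p = 0.0574, 0.0995, 0.221 and 0.0866, with highest values over the alternatives of 0.0876, 0.0995, 0.221 and 0.0866). SYNC and ATP6V1C2 overlap RBBP4 and PDIA6. For the combination they were CCDC150P1 (2.92), CCDC168 (2.68), GTF2H2B (-2.46) and BNIP3 (-2.08), with adjusted p from 3.85e-05 to 0.00650. BNIP3 in Ishikawa-S33Y went from 204 ± 3.07 to 50.5 ± 14.7 CPM and in Ishikawa from 48.8 ± 3.68 to 50.9 ± 1.67 CPM (SD, n = 2). It has pseudogenes and overlaps PPP2R2D. GTF2H2B has near-identical copies, and its value rests partly on 0 reads in the shallow Ishikawa-S33Y library. CCDC168 was not called with a pseudocount of 0.1 (adjusted p = 0.0547, range 3.07e-06 to 0.0547).

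The 4 gene lists were compared with all other genes in 112 camera tests, of which 53 had an adjusted p under 0.05 at the preset inter-gene correlation of 0.01. With the replicate block 54 did (pairing check r from -0.45 to 0.70). When the correlation was estimated from the data it was 0.408 for the mitotic genes, 0.248 for Wnt targets, 0.228 for p53 targets and 0.0890 for the splicing list, and 1 of the 112 tests was left. That was the rise of p53 targets with paclitaxel in HEC265. The list results are accordingly descriptions of direction except for that test.

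The p53 targets rose with paclitaxel in HEC265 by a median log2 of 0.30, with 20 of 20 genes higher (adjusted p = 3.34e-29 at the preset and 0.00538 at the estimated correlation, range 4.70e-32 to 0.00538; 2.22e-29 with the block, where HEC265 replicate deviations correlated at r from -0.06 to 0.08). No list member was called over all genes, and 8 were when p was adjusted over the list alone. In SNGM the median was 0.21, with 20 of 20 higher (adjusted p = 6.26e-14, block 4.31e-14, estimated correlation 0.0901). With SM08502 the p53 targets rose by 0.41 in SNGM and 0.56 in HEC265, with 20 of 20 higher in each line and 9 and 12 members called over all genes (11 and 14 over the list). Their adjusted p was 2.16e-09 and 8.86e-10 (block 2.16e-09 and 1.16e-09, pairing check r from -0.45 to 0.43), and 0.147 for both at the estimated correlation. The medians in Ishikawa were 0.01 with SM08502, a sign that flipped with the length covariate, and -0.04 with paclitaxel. In Ishikawa-S33Y the median was 0.14 with SM08502, with 15 of 20 higher and 4 called over all genes (camera adjusted p = 0.269). With paclitaxel it was 0.04 there, with 13 of 20 higher (camera adjusted p = 0.584).

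The mitotic genes rose with SM08502 in Ishikawa-S33Y by a median of 0.64, with 19 of 20 higher and 12 called over all genes (15 over the list), and fell in SNGM (-0.46, 18 of 20 lower, 8 called, 10 over the list) and HEC265 (-0.22, 16 of 20 lower, 2 called by either count). Adjusted p was 3.01e-05, 4.73e-08 and 0.00510 at the preset correlation, 2.73e-05, 8.28e-08 and 0.00445 with the block (pairing check r from -0.45 to 0.43), and 0.415, 0.326 and 0.533 at the estimated one. In Ishikawa the median was -0.03 and its sign changed with scaling. With paclitaxel the median was 0.01 in Ishikawa, 0.10 in Ishikawa-S33Y (20 of 20 higher), -0.12 in SNGM and -0.05 in HEC265, with no member called in any line by either adjustment. The list as a whole had adjusted p of 0.514, 0.0103, 3.01e-05 and 0.0265 in that order at the preset correlation, and 0.876, 0.567, 0.415 and 0.617 at the estimated one.

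Wnt targets fell with SM08502 in Ishikawa by a median of -0.42, with 16 of 18 lower and 6 called, although the replicate medians were far apart, at -0.15 and -0.75 (8 called over the list; adjusted p = 8.80e-04, block 5.17e-04, estimated correlation 0.415, pairing check r from -0.33 to 0.70). The medians were -0.01 in Ishikawa-S33Y, 0.04 in SNGM and -0.07 in HEC265, of which the first and last changed sign or became 0 under alternatives. With the combination they were -0.27, -0.01, 0.12 and -0.35 in the order of lines, and on vehicle 14 of 18 were higher in Ishikawa-S33Y than in Ishikawa (median 0.56, adjusted p = 0.0119, block 0.00825, estimated correlation 0.519). The line difference on vehicle was not limited to Wnt targets. The splicing list was lower in Ishikawa-S33Y in 16 of 20 genes, 13 of them called (median -0.44, camera adjusted p = 0.00625, estimated correlation 0.326). The mitotic and p53 lists had camera adjusted p of 0.220 and 0.128. The SM08502 interaction of the Wnt list was 0.29 (adjusted p = 0.0729, block 0.0677, estimated correlation 0.604, range 0.0360 to 0.604), passing 0.05 after median re-centring and quantile normalization, from -0.0020 in replicate 1 and 0.68 in replicate 2. The splicing list had medians of -0.0016, 0.05, 0.06 and 0.11 with SM08502, and the signs in Ishikawa and Ishikawa-S33Y flipped with scaling. Its members called higher and lower were 6 and 3 in Ishikawa, 8 and 2 in Ishikawa-S33Y, 4 and 2 in SNGM, and 6 and 0 in HEC265. In HEC265 14 of 20 were higher (camera adjusted p = 0.0223 at the preset and 0.415 at the estimated correlation). In Ishikawa, Ishikawa-S33Y and SNGM the camera adjusted p was 0.128, 0.394 and 0.257 at the preset correlation.

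**Figure D5:**
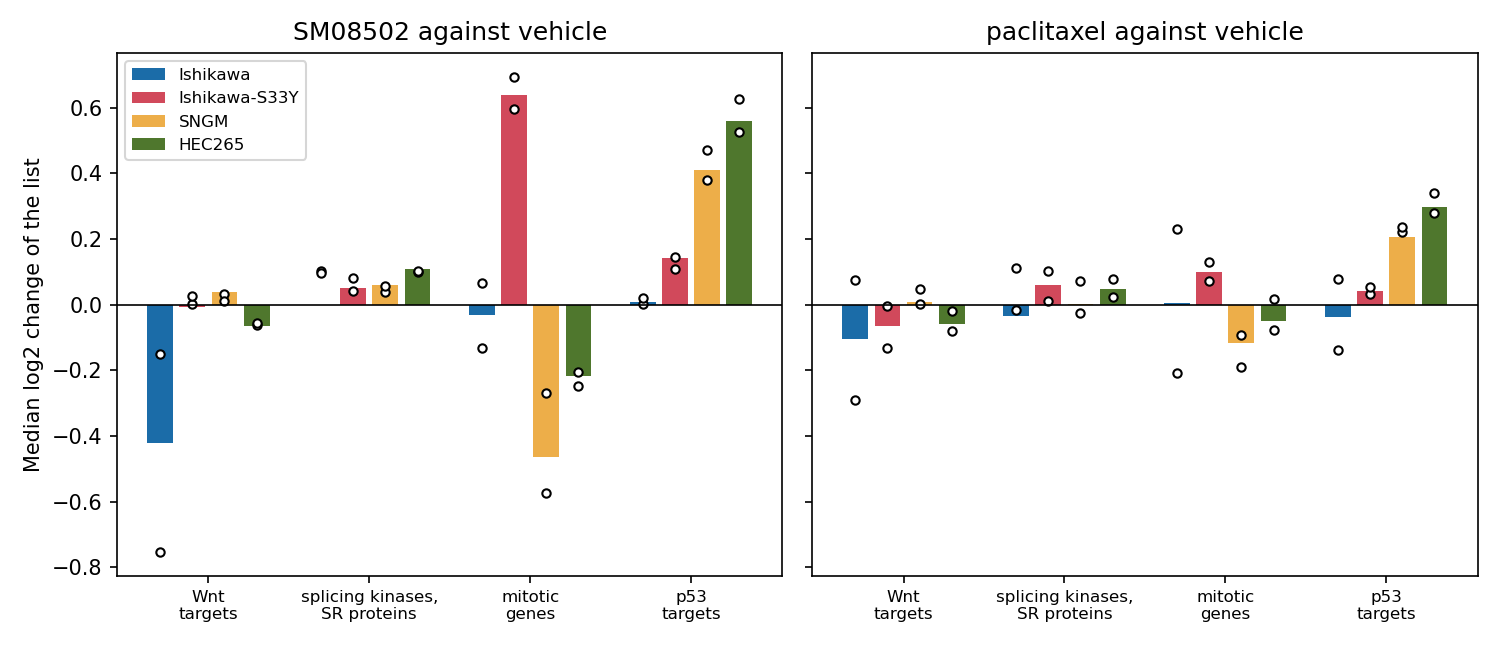
Median log2 change of the 4 gene lists with SM08502 and with paclitaxel in each line, with bars from 0 for the median over both replicates and points for the 2 same-numbered differences. p53 targets reach 0.56 with SM08502 in HEC265, and mitotic genes range from -0.46 in SNGM to 0.64 in Ishikawa-S33Y.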

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

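The test with limma voom for the shallow library, and the contrast of mitotic genes between Ishikawa-S33Y and SNGM, were chosen only after the results were seen. The other tests in this part were written before their results.

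The response to SM08502 differed between Ishikawa-S33Y and Ishikawa for 413 genes in the interaction test, which is what drew attention to it. A difference in transcript length between libraries was tested, because Ishikawa replicates differ in that way. Across 17011 genes, which are not independent replicates, the interaction correlated at r of 0.175 with the difference between the Ishikawa paclitaxel replicates, libraries that do not enter it. Long-transcript genes minus ribosomal protein genes gave -0.07 for the interaction, against 1.41 between the lines on vehicle. By this measure the mean length shift in the interaction was small. With the length score as a covariate 2099 genes were called, among them all 413. The covariate is itself computed from expression that the drug can change, and a larger count under it says only that it absorbs spread, so a part played by transcript length was not ruled out. Other influences were not ruled out either. Median re-centring took the positive share from 75.3% to 43.4%, a share that shifting all genes of a library together largely sets, and 246 of the 413 genes were called with it. The Ishikawa replicates are discordant, and 70 genes were called from samples of those lines alone. The RNA input (350 against 500 ng) and the dose (80 against 85 nM) differ with the line as well, and no test separates them from it, so the pattern cannot be told apart from those differences.

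The response to the combination differed between the same lines for 1792 genes. Its correlation across genes with the Ishikawa paclitaxel replicate difference was 0.150, and 3970 genes were called with the length score covariate. Long-transcript genes minus ribosomal protein genes gave -0.16 for this interaction. The shallow Ishikawa-S33Y library was tested with limma voom, which gives it less weight and called 1533 genes, 1295 of them among the 1792. Transcript length was not ruled out, because a larger count under the covariate shows only that it absorbs spread. GTF2H2B is an exception among the named genes, since its fall rests partly on 0 reads in that library. As with SM08502, RNA input and dose could contribute and were not separable from the line.

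The mitotic genes gave a median interaction of 0.60 for SM08502 in Ishikawa-S33Y minus Ishikawa, with 20 of 20 genes higher (camera adjusted p = 7.27e-07 at the preset correlation and 0.326 at the estimated one, range 3.91e-09 to 0.326). With the replicate block it was 6.32e-07 (pairing check r from -0.33 to 0.70). Of the list, 3 genes were called over all genes and 10 over the list. Over the alternatives the median stayed between 0.48 and 0.62, so its direction held while its significance depended on the correlation assumed among the genes. That range includes the length score covariate, median re-centring, quantile normalization and the reduced totals. It argues against length, as far as the score captures it, and against scaling as the source of this median. RNA input and dose were not separable from the line, and no other technical explanation was tested for this contrast.

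The same list rose with SM08502 in Ishikawa-S33Y (0.64) and fell in SNGM (-0.46), a median difference of 1.05 with 20 of 20 genes higher. Tested directly over the 4 lists, its camera adjusted p was 1.14e-14 at the preset and 0.0403 at the estimated correlation. If longer transcripts were better kept in the treated Ishikawa-S33Y libraries, long-transcript genes would have risen there; their median changed by -0.28, against -0.0027 in SNGM. A gain of longer transcripts was thus contradicted, but both lines differ in this measure, and this comparison did not test a gain of shorter transcripts. With the length score covariate the list medians were 0.76 in Ishikawa-S33Y and -0.46 in SNGM. The opposite directions remained, which argues against transcript length as their source. This holds as far as the score captures length, since the score is itself computed from expression. With PLCG2, RIMBP3C and the mitochondrial genes left out of the totals, the difference was 1.09; that setting moves all genes of a library alike and could hardly have removed it. SNGM received 350.7 nM and Ishikawa-S33Y 85 nM of SM08502, and SNGM replicates were discordant (medians of -0.57 and -0.27 in the separate replicates). A candidate explanation is that the cell cycle responds to CLK inhibition in opposite directions in these lines. Dose cannot be told apart from line here, and the hypothesis was formed and tested on the same data.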

How the results depend on the processing

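No test in this part was chosen to explain a change; limma voom, the crossed block, the reduced totals and the length score covariate were added after seeing the data, and the cause was not tested for any change listed here. The log2(CPM + 1) alternative is the reported setting itself and cannot move a result.

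Of 345 counts recomputed under alternatives, 257 stayed within 1.5 times the reported count and 88 moved. Among those that stayed, over all alternatives run, were the means over lines of SM08502 (5590 to 7945) and of the combination (6879 to 9308), Ishikawa-S33Y against Ishikawa (6597 to 9088), and SM08502 (4118 to 6861) and the combination (5789 to 8794) in Ishikawa-S33Y. Non-additivity stayed at 0, with 352 to 1271 genes at an unadjusted p under 0.05. In every case below, lines are in the order Ishikawa, Ishikawa-S33Y, SNGM and HEC265 unless named, and a number in brackets is the count at an unadjusted p under 0.05.

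In fits to the compared lines alone, SM08502 gave 48 genes in Ishikawa, 125 in SNGM and 7026 in HEC265, and the combination 362, 571 and 8034. Against paclitaxel the combination gave 13, 232 and 7258 in those lines. Paclitaxel gave 0 (744), 0 (228) and 0 (1950). Against SM08502 the combination gave 243 in Ishikawa-S33Y, 0 (1180) in SNGM and 0 (2331) in HEC265. The interactions gave 70 for SM08502 and 872 for the combination.

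With the length score covariate, SM08502 gave 3028 in SNGM and 4299 in HEC265, the combination 4710 and 5208, and the combination against paclitaxel 4378 and 4346. Paclitaxel gave 70 in Ishikawa, 6 in SNGM, 2 for the mean and 1 for the interaction. Against SM08502 the combination gave 1, 442 and 254 in Ishikawa, Ishikawa-S33Y and SNGM. The interactions gave 2099 for SM08502 and 3970 for the combination.

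With limma voom, SM08502 in SNGM gave 2602 genes, paclitaxel 10 in SNGM and 0 (400) in HEC265, and the combination against SM08502 gave 1 in Ishikawa-S33Y, 13 in SNGM and 0 (499) in HEC265. With crossed numbers in the block, which were picked from the replicate correlations and so tend to lower the spread, SM08502 gave 2104 in SNGM, paclitaxel 5 in Ishikawa, and the combination against paclitaxel 3907 in Ishikawa. Against SM08502 the crossed block gave 1, 106, 122 and 0 (369), and the interactions gave 1178 and 2949. With the block as numbered (pairing check r from -0.45 to 0.70), paclitaxel gave 0 (300) and the combination against SM08502 gave 7, both in SNGM.

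Without the filter, paclitaxel gave 89, 31, 22 and 4, with 4 for the mean and 16 for the interaction, and the combination against SM08502 gave 39, 183, 132 and 7. The stricter filter gave 1 for paclitaxel in Ishikawa and 0 (113) in HEC265, and for the combination against SM08502 11 in Ishikawa-S33Y, 25 in SNGM and 0 (164) in HEC265. A pseudocount of 0.1 gave 1 for paclitaxel in Ishikawa, 6 and 0 (354) for the combination against SM08502 in Ishikawa-S33Y and HEC265, and 235 for the SM08502 interaction. Without the intensity trend paclitaxel gave 4 in Ishikawa, and the combination against SM08502 gave 1 in Ishikawa and 34 in Ishikawa-S33Y.

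After median re-centring paclitaxel gave 0 (1316) in Ishikawa, 1 in SNGM and 1 for the mean, and the combination against SM08502 gave 37 in Ishikawa-S33Y, 0 (2684) in SNGM and 0 (233) in HEC265. Quantile normalization gave 1 for paclitaxel in SNGM and 1 for the mean. It gave 136, 24 and 0 (367) for the combination against SM08502 in Ishikawa-S33Y, SNGM and HEC265, and 702 for the SM08502 interaction. With the totals taken without PLCG2, RIMBP3C and mitochondrial genes, paclitaxel gave 1 for the mean, and the combination against SM08502 gave 1, 48 and 0 (261) in Ishikawa, Ishikawa-S33Y and HEC265. With the camera correlation estimated, 1 of the 53 list tests was left. In fits to compared lines alone, 43 of 96 list tests passed, against 44 of the same tests with all samples.

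The up share moved by more than 10 points with scaling beyond the comparisons already given: for the combination against paclitaxel in HEC265 from 56.3% to 43.1% after re-centring and 45.9% after quantile normalization. The median of all genes shifted by -0.12 for the SM08502 interaction and by -0.11 for the combination in HEC265 after re-centring. With voom it shifted by 0.11 for the combination in SNGM, against vehicle and against paclitaxel alike.

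Signs reversed in 25 values, in each of which the reported log2 change was under 0.2 in size. The length covariate turned the Wnt list with SM08502 to 0.11 in Ishikawa-S33Y and 0.024 in HEC265, the splicing list in Ishikawa to 0.0063, the p53 list in Ishikawa to -0.0076, and the Wnt list with the combination in Ishikawa-S33Y to 0.11. It also turned NKD1 with SM08502 to 0.18 in Ishikawa and 0.12 in HEC265, MYC with SM08502 in Ishikawa-S33Y to 0.023, MYC between the vehicle lines to -0.18, and CCNB1 with paclitaxel in HEC265 to -0.024. Median re-centring turned the SM08502 medians of the splicing list to 0.068 in Ishikawa and -0.0015 in Ishikawa-S33Y, the mitotic list to 0.038 and CCNB1 to 0.046 in Ishikawa, DYRK1A to -0.089 in HEC265, the SM08502 interaction of CTNNB1 to -0.021, and CCNB1 with paclitaxel in HEC265 to -0.046. Quantile normalization turned the splicing list (0.050), the mitotic list (0.027) and CCNB1 (0.0023) with SM08502 in Ishikawa. The reduced totals turned the same 3 to 0.038, 0.0086 and 0.017, and CCNB1 with paclitaxel in HEC265 to -0.0081. Without the filter the Wnt list with SM08502 in HEC265 had a median of 0.

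Of 1392 values of named genes, 96 changed (56 weaker, 28 stronger, 12 reversed), with 22 of the weaker ones in fits to the compared lines alone. Of 427 list medians, 40 changed (22 weaker, 5 stronger, 13 reversed), 17 of the weaker ones under the estimated correlation. Leaving out a replicate leaves 1 sample per arm, so no calls were made. Of 238 gene values, 48 then moved by more than the model's standard error times the square root of 2. For the lists the limit was the SD of the 2 replicate medians, which 20 of 66 values passed. That SD is larger than the shift expected from leaving out 1 of 2 replicates. The list count therefore cannot show that the medians were stable. The shallow libraries limit the combination results of Ishikawa-S33Y and SNGM, where genes under 1.87 CPM in SNGM replicate 2 rest on fewer than 3 reads.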

Other observations

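The correlation of the Ishikawa-S33Y difference with the paclitaxel replicates, the length test of those replicates and the small RNA test of PLCG2 were chosen only after the results were seen. The other tests in this part were written before.

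The mean results over 4 lines were set against splits that swap treated and vehicle labels within same-numbered pairs. Of 128 such splits 100 were drawn, the real one included; all part the same 8 pairs, and the others swap the labels in 1 to 7 of them. For SM08502, 1 of the 100 splits gave as many genes as the real 6546 (median of the others 6, highest 4835). For the combination, 1 of the 100 gave as many as 8355 (median of the others 65, highest 6491). For paclitaxel, whose called count is 0, 46 of the 100 splits gave as many genes as its 480 at an unadjusted p under 0.05. For non-additivity, called count 0, 57 of the 100 gave as many as its 573. The gene counts of paclitaxel and of non-additivity over the lines thus could not be told apart from chance. Gene lists were not put through the splits. Over the lines the p53 targets were higher with paclitaxel in 19 of 20 genes (median 0.12, camera adjusted p = 2.19e-12 at the preset and 0.0992 at the estimated correlation, range 1.79e-13 to 0.0992). For non-additivity 17 of 20 were lower (median -0.09, camera adjusted p = 1.11e-04 and 0.326, range 1.15e-06 to 0.326). The paclitaxel and vehicle libraries enter non-additivity with the opposite sign. Noise that raises the paclitaxel result therefore lowers the non-additivity result, and they are not separate evidence.

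By root mean square log2 difference the Ishikawa paclitaxel replicates differed more than any other pair (0.594). By chi-square per degree of freedom the Ishikawa SM08502 pair did (96.5 against 75.8), and by Pearson r the combination pair of SNGM (0.971 against 0.979). Long-transcript genes were higher in replicate 1 by a median log2 of 1.20, and ribosomal protein genes changed by -0.69. With the 25 most different genes each way left out, the gap between both classes was 1.75. A mixture with Ishikawa-S33Y cells was tested on 5 genes on in Ishikawa-S33Y and nearly off in Ishikawa; replicate 1 reached a median of 0.0265 of the way to the Ishikawa-S33Y level, so admixture was contradicted. A difference in RNA integrity or in library making is a candidate explanation that the length gap of 1.75 is in line with, and neither was recorded in the labels. The SM08502 replicates of Ishikawa showed the same pattern, at 0.59 for long-transcript genes and -0.55 for ribosomal protein genes. Both classes also change with growth and translation, so a biological difference between the cultures was not excluded.

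The difference between Ishikawa-S33Y and Ishikawa on vehicle had the same form. Long-transcript genes minus ribosomal protein genes gave 1.41, and across 17011 genes the difference correlated at r of 0.476 with the Ishikawa paclitaxel replicate difference, although genes are not independent. Part of what separates the lines may therefore be of technical origin, since Ishikawa libraries were made from 350 ng of RNA and the others from 500 ng. With the length score as covariate 6597 genes were called, of which 5103 were among the 8208 called without it. Calls that were lost depended on the score. Those that passed with it are not shown to be free of it, since the covariate shifted the median of all genes by -0.15. The effect of beta-catenin itself cannot be told apart from RNA input or from the separate growth of the lines.

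Long-transcript genes fell relative to ribosomal protein genes with SM08502, by a difference of -0.38 in Ishikawa, -0.35 in Ishikawa-S33Y, -0.05 in SNGM and -0.31 in HEC265. With the combination the differences were -0.70, -0.82, -0.29 and -0.38. Whether the lines differ in this was not tested, and no explanation was tested.

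PLCG2, which encodes a phospholipase, ranged from 5296 to 63803 CPM. Its share of the reads could distort the other values. With PLCG2, RIMBP3C and the mitochondrial genes out of the totals 2867 genes were called for SM08502 in Ishikawa, against 2582, of which 2475 were called in both. The higher share went from 42.8% to 52.0% (1490 higher and 1377 lower), so the number of calls stayed similar while the balance of directions depended on the totals. The gene overlaps a 7SK pseudogene, and reads of that small RNA counted to the gene around its pseudogene might explain its level. If so, other genes over 7SK pseudogenes might follow PLCG2 across libraries. This was tested after subtracting each line's mean, on genes with a mean log2(CPM + 1) above 3. Of 53 such genes, 0 correlated with it at r of 0.8 or more (0%, median r -0.06), as did 0 of 390 genes over U6 pseudogenes alone (median r -0.14), against 43 of 9979 genes over neither (0.431%). Within lines, genes over 7SK pseudogenes thus did not follow PLCG2 more often than other genes. At a rate of 0.431%, however, hardly any of 53 genes would pass. The test leaves out the difference between lines, and a gene's own reads could hide 7SK reads. It would also miss reads that gather at this pseudogene alone, so the 7SK explanation was not ruled out. CLK4 also overlaps a 7SK pseudogene.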
